# Non-severe thermal burn injuries induce long-lasting downregulation of gene expression in cortical excitatory neurons and microglia

**DOI:** 10.3389/fnmol.2024.1368905

**Published:** 2024-02-27

**Authors:** Rebecca C. S. Ong, Jamie L. Beros, Kathy Fuller, Fiona M. Wood, Phillip E. Melton, Jennifer Rodger, Mark W. Fear, Lucy Barrett, Andrew W. Stevenson, Alexander D. Tang

**Keywords:** burn injury, cortical neurons, microglia, astrocytes, transcriptome

## Abstract

Burn injuries are devastating traumas, often leading to life-long consequences that extend beyond the observable burn scar. In the context of the nervous system, burn injury patients commonly develop chronic neurological disorders and have been suggested to have impaired motor cortex function, but the long-lasting impact on neurons and glia in the brain is unknown. Using a mouse model of non-severe burn injury, excitatory and inhibitory neurons in the primary motor cortex were labelled with fluorescent proteins using adeno-associated viruses (AAVs). A total of 5 weeks following the burn injury, virus labelled excitatory and inhibitory neurons were isolated using fluorescence-activated cell sorting (FACS). In addition, microglia and astrocytes from the remaining cortical tissue caudal to the motor cortex were immunolabelled and isolated with FACS. Whole transcriptome RNA-sequencing was used to identify any long-lasting changes to gene expression in the different cell types. RNA-seq analysis showed changes to the expression of a small number of genes with known functions in excitatory neurons and microglia, but not in inhibitory neurons or astrocytes. Specifically, genes related to GABA-A receptors in excitatory neurons and several cellular functions in microglia were found to be downregulated in burn injured mice. These findings suggest that non-severe burn injuries lead to long lasting transcriptomic changes in the brain, but only in specific cell types. Our findings provide a broad overview of the long-lasting impact of burn injuries on the central nervous system which may help identify potential therapeutic targets to prevent neurological dysfunction in burn patients.

## 1 Introduction

Burn injuries are a form of trauma that can negatively affect an individual’s quality of life. Although burn injuries are commonly associated with chronic scarring and cellular changes at the injury site (e.g., the skin or lungs), organ systems remote from the injury site are also susceptible to long-lasting changes (Duke et al., 2017, 2019). The central nervous system (CNS) in particular, is known to have long-lasting dysfunction following a burn injury (Vetrichevvel et al., 2016). Previous epidemiological data has shown greater hospital readmissions and stay durations related to nervous system conditions (e.g., seizures and migraines) in burns patients with burns ranging from severe [≥20% total body surface area (TBSA)] to non-severe (<20% TBSA) compared to uninjured controls (Vetrichevvel et al., 2016). However, despite the prevalence and severity of the chronic CNS changes that develop in burn injury patients, little is known about the specific cellular functions and cell types within the brain that are affected.

Within the brain, neural circuits are composed of both neuronal and glial subtypes, with astrocytes and microglia having important roles in regulating neuronal function and immune responses (Vallejo et al., 2010). At the neuronal level, small cohort studies have provided clinical evidence for abnormal function in the cortex following a burn injury (Garside et al., 2018). Specifically, subsets of patients from small cohort studies have shown impaired neuronal excitability and plasticity in the motor cortex that persists for several years following a non-severe burn injury (Garside et al., 2018). Although there is limited knowledge regarding the effect of burn injuries on glial cells, peripheral nerve injuries which share several features of burn injuries whereby both involve damages to nerves outside of the CNS, are known to induce long lasting changes to both neurons and glia (Alvarado et al., 2013). Therefore, to better understand the mechanisms underlying neural dysfunction in the motor cortex, and gain insight to changes to cortical glial cells in general, characterising changes to the different neuronal and glial subtypes is needed. Here we use whole transcriptome sequencing as it provides a comprehensive overview of the possible functions and pathways that are altered by characterising the expression dynamics of genes (Ozsolak and Milos, 2011). Furthermore, transcriptomics has previously been used to identify the upregulation of genes associated with neuronal dysfunction and inflammation in dorsal root ganglion neurons (i.e., peripheral nervous system) in a mouse model of burn injury (Yin et al., 2016).

## 2 Materials and methods

### 2.1 Animals

For this study, a comparison between burn-injury and sham injury groups was made, with the gene expression data from each mouse representing the experimental unit.

All animal procedures were performed in accordance with the Australian code of practice for the care and use of animals for scientific purposes and were approved by the University of Western Australia Animal Ethics Committee (2021/ET00021). All authors complied with the ARRIVE guidelines. Female C57BL/6J mice, at 12-weeks old were pair-housed in a temperature-controlled facility (24°C) under a standard 12-h light/dark cycle with *ad libitum* access to food and water. A total of 24 mice were used in this study. Upon arrival, mice were randomly assigned to a burn injury (*n* = 11) or sham treatment (*n* = 13) group and were given 7 days to acclimatise to the research facility before experimentation.

### 2.2 Stereotaxic injections

A total of 3 days prior to stereotaxic surgery, paracetamol was dissolved into the drinking water (1 mg/ml) to acclimatise the animals to the analgesic. Stereotaxic surgery was performed on all mice in preparation for gene delivery of adeno-associated viruses (AAVs) that express fluorophores selectively in excitatory or inhibitory neurons. Mice were administered prophylactic analgesia at least 30 min prior to surgery (0.1 mg/kg buprenorphine, sub-cutaneous). Isoflurane inhalation (5% induction with 1 L oxygen/min, 0.5–2.5% maintenance with 1 L oxygen/min) was used to deeply anaesthetize the animal, as verified by an absence of the hind paw withdrawal reflex. Fur on the scalp was trimmed and disinfected (5% chlorhexidine followed by 0.5% chlorhexidine in 70% alcohol) prior to placing the animal in a stereotaxic frame. A line block of local anaesthetic (0.1 ml of 2.5 mg/ml bupivacaine, sub-cutaneous) was injected along the midline of the shaved area before a 12–15 mm incision into the scalp was made, exposing the skull. Throughout surgery, animals were kept hydrated (10 ml/kg/h compound sodium lactate (Hartmann’s) solution administered in doses every 15 min) and monitored for breathing rate and temperature. Animals were kept on a heating pad for the duration of surgery to maintain body temperature.

Using a high-speed drill, craniotomies (<1 mm in diameter) were made over the left and right primary motor cortices (M1 coordinates 0.5 mm anterior and 1.5 mm lateral from bregma). A glass micropipette connected to a Nanoliter injector (World Precision Instruments Sarasota, USA) was used to deliver viral injections into the M1 region of both hemispheres. Bilateral injections of an AAV mixture, containing a 1:1 ratio of pENN.AAV.CamKII0.4.eGFP.WPRE.rBG (AAV5-CamKII-eGFP, Addgene, #105541-AAV5) and pAAV-mDlx-NLS-mRuby2 (AAV1-mDlx-mRuby2, Addgene, #99130-AAV1), was used. This was to express enhanced green fluorescent protein (eGFP) in neurons positive for the CaMKII promoter, commonly used to target excitatory neurons (Nathanson et al., 2009; Mukherjee et al., 2020; Ibrahim et al., 2024). The expression of mRuby2 in neurons positive for the mDlx enhancer, was done to target inhibitory neurons (Dimidschstein et al., 2016; Hoshino et al., 2021; Kaur and Berg, 2022). To maximise coverage of all cortical layers, one injection (200 nl per injection at a rate of 40 nl/min) was made at the depths of 200 and 450 μm from the brain surface. Following the administration of each injection, the micropipette was left undisturbed for 1 min before being raised. The incision site was sutured closed, and a local anaesthetic (0.1 ml of 2.5 mg/ml bupivacaine) was administered topically to the sutures.

### 2.3 Burn injury

Whilst under anaesthesia, the right flank of the animal was shaved (∼20 mm diameter) immediately following virus injection surgery. Mice in the burn injury group received a full thickness burn injury (19 mm in diameter) by placing a solid brass cylinder (65 g, 19 mm in diameter) heated to 95°C against the shaved skin. This equated to a burn approximating 7–8% of the animal’s total body surface area (TBSA), reflecting a non-severe burn model (Bruen et al., 2004). Sham treatment mice underwent all procedures with the exception of the burn injury (i.e., shaved but not burned). Mice were transferred to a heating pad immediately after surgery and monitored every 15 min until complete recovery. Post-surgical analgesia (0.05–0.1 mg/kg buprenorphine, sub-cutaneous) was administered on a case-by-case basis if the animal displayed signs of discomfort. Five burn-injured mice required 0.05 mg/kg buprenorphine post-surgery. Paracetamol-instilled (1 mg/ml) water was supplied to all animals for a further 5 days post-surgery.

### 2.4 Tissue dissociation and myelin removal

Mice were euthanised 5 weeks post-surgery using a two-step process of isoflurane anaesthesia (5% with 1 L oxygen/min) followed by an overdose of sodium pentobarbitone (160 mg/kg, intraperitoneal). Cardiac perfusion with 20 ml of ice-cold saline (0.9%) was performed prior to dissection of both motor cortical hemispheres. Cortical regions caudal to the motor cortices were also dissected to obtain an unstained (i.e., no virus labelled) control sample and for staining and sorting glial cells of interest. Dissected cortical tissues were immediately transferred into separate 2 ml tubes (motor cortex and caudal cortical regions) containing ice-cold Hank’s Balanced Salt Solution (HBSS) without calcium and magnesium (Sigma-Aldrich, #55021C). The weight of each tissue section was recorded prior to dissociation.

Neural tissues were dissociated to obtain a single-cell suspension using the Neural Tissue Dissociation Kit (P) (Miltenyi Biotec, #130-092-628), according to the manufacturer’s protocol. A subsequent myelin debris depletion was performed on the single-cell suspension, by magnetic activated cell sorting (MACS) using Myelin Removal Beads II (Miltenyi Biotec, #130-096-733) as per the manufacturer’s instructions.

### 2.5 Neuronal and glial cell isolation

Following myelin depletion, cells obtained from the motor cortex, and from caudal cortical regions were resuspended in 1 ml HBSS with calcium and magnesium [HBSS(w)] (Thermo Fisher, #14025076) containing RNasin ribonuclease inhibitors (1:200, Promega, #N2515) in preparation for antibody staining. Washing steps were performed at 300 × g at 4°C for 4 min. A proportion of cells obtained from cortical tissue caudal to the motor cortex were aliquoted into 5 ml Falcon^®^ tubes and used as FACS controls. Single-stain antibody controls included: live/dead Fixable Viability Dye eFluor780 (1:250, Thermo Fisher, #65-0865-14), CD11b-eFluor450 (1:160, eBioscience, #48-0112-82), and ACSA2-PE (1:50, Miltenyi Biotec, #130-116-244). The astrocyte cell surface antigen 2 (ACSA2) antibody has been well-characterised to target and isolate cortical astrocytes. The cluster differentiation molecule 11b (CD11b) antibody was used to isolate microglia. An unstained control was also included.

All the cells taken from the motor cortex, and the remaining cells from the cortical tissue caudal to the motor cortex were washed with HBSS(w) before being incubated with the live/dead Fixable Viability Dye eFluor780 for 20 min, in the dark on ice. Cells were then washed with three rounds of ice-cold FACS buffer [HBSS(w), 1% fetal bovine serum (FBS) and 2 mM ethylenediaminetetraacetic acid (EDTA)]. Following the third wash, motor cortex cells were resuspended in 200 μl FACS buffer [made with HBSS without calcium, magnesium, and phenol red (Thermo Fisher, #14175095), 1% FBS, 2 mM EDTA and 1:200 RNasin]. Cells from the cortical regions caudal to the motor cortex underwent further co-staining with ACSA2-PE and CD11b-eFluor450 for 15 min, in the dark on ice, followed by three rounds of FACS buffer wash. These cells were resuspended in 200 μl of the same FACS buffer used for motor cortex cells. All control samples were subjected to the same immunolabelling protocol, however, were pseudo-stained with HBSS(w) when a particular antibody wasn’t required.

Cell sorting was performed on a BD FACSAria™ III Cell Sorter using the FACSDiva v8.0.1 Software. Unstained and single-stained controls for the different virus and antibody labelled cells were used to determine the compensation parameters and gating strategy. Cells obtained from the motor cortex, and cells obtained from the cortical regions caudal to the motor cortex were sorted separately using the appropriate laser lines to isolate each of the four cell populations: violet 405 nm, blue 488 nm, and yellow-green 561 nm. Samples were run through a 100 μm sort nozzle at 20 psi and single cells were directly sorted into lysis Buffer RLT (Qiagen, #74004).

### 2.6 Imaging flow cytometry

Imaging flow cytometry was performed on an Amnis^®^ ImageStream^®^ X Mk II (Luminex Corp), with INSPIRE acquisition software (v4.1). Excitation lasers 200 mW 405 nm (CD11b-e450), 200 mW 488 nm (CamKII-eGFP), 200 mW 561 nm (mDlx-mRuby2, ACSA2-PE) and 150 mW 652 nm (Viability) were used for analysis. A 1.5 mW 785 nm laser was used to provide a side scatter signal and measurement of SpeedBeads (Amnis) for internal calibration. Single-stained AbC™ Total Antibody Compensation Beads using FITC, and PE were used to calculate a compensation matrix for eGFP and mRuby. All images were captured at 60x magnification. Cells were identified in a scatter plot of the brightfield (BF1) aspect ratio vs. area. Analysis of acquired imaging flow cytometry data was performed using IDEAS image analysis software (v6.3).

### 2.7 RNA extraction and sequencing

RNA from sorted neuron and glia samples was isolated using the RNeasy Micro Kit (QIAGEN, Cat. 74004) as per manufacturer’s instructions. All RNA samples were externally quantified using the 2100 Bioanalyzer (Agilent Technologies). RNA integrity number (RIN) and concentration was evaluated for each sample, with a requirement for sequencing of a RIN > 5 and at least 1 ng total RNA. Samples that didn’t meet the requirements were excluded (see Supplementary Table 1).

RNA samples (*n* = 63) were sent to the Australian Genome Research Facility (AGRF, Melbourne, VIC, Australia) where RNA-seq was performed. In summary, ribosomal RNAs (rRNA) were depleted from samples using the Illumina Ribo-Zero Plus rRNA Depletion protocol prior to the formation of cDNA libraries using the Illumina Stranded Total RNA Library Preparation Kit. Whole transcriptome sequencing was performed on the Illumina NovaSeq 6000, generating 50 million, 150 base pair (bp) paired-end reads using the Illumina bcl2fastq 2.20.0.422 pipeline.

### 2.8 RNA-seq analysis

The quality of returned raw RNA-seq data was checked using FastQC (v0.11.3). The first 15 bp of reads were trimmed using *fastp* (Chen et al., 2018) and sequence quality evaluation of the cleaned reads showed an average Q30 base rate of 91.33% (the lowest value at 89.50% and the highest value at 93.39%) indicating high sequencing accuracy (see Supplementary Table 1). Reads were aligned to the Ensembl *Mus musculus* mm10 reference genome (version GRCm39) using the STAR RNA-seq aligner (v2.7.1) (Dobin et al., 2013). The average unique mapping rate of transcripts across all samples was 61.93% (Supplementary Table 1). STAR-aligned SAM files were converted into BAM files, using SAMtools (v1.11) (Li et al., 2009), for more efficient downstream processing. In R, mapped reads were counted using GenomicAlignments (v1.26.0). Using DESeq2 (v1.30.1) (Love et al., 2014), gene counts were normalised and transformed using the variance stabilizing transformations (VST) function to account for library size differences between samples. Visualisation of raw and transformed counts was performed to assess the quality of data across samples. Raw and VST transformed count data for sample number 8 in inhibitory neurons was identified as an outlier and thus was excluded from further analyses (Supplementary Figure 1).

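The double-positive library of mouse 8, a sham mouse of batch 1, held 331215 counts, against 14156588 to 53824290 in the 16 double-positive libraries that were kept. For the library of mouse 8 the paper lists 87173148 raw reads, with 63.47% mapped uniquely. It had 1145 genes with at least 10 counts, and 55.2% of its counts fell on its 50 highest genes, against 16.9 ± 0.600% (SD, n = 7) in the other sham mice. The 3 other libraries of the same mouse held 26412353 counts in CaMKII positive neurons, 32642862 in astrocytes and 54802103 in microglia.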

Differential expression analysis was subsequently performed using the *DESeq* function in DESeq2. Correction for batch sequencing effects was also implemented in the analysis. 

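Batch 3 was contrasted with batches 1 and 2 in the same edgeR fits, with treatment as a covariate. At a p.adj of at most 0.05 and an absolute log2FC of at least 1, the contrast called 298 genes in double-positive neurons, 288 in astrocytes and 104 in microglia, and 0 in CaMKII positive neurons, where 1509 of 28107 genes had an unadjusted p under 0.05. CaMKII positive neurons had only 1 burn and 1 sham mouse in batch 1 and none in batch 2, so the 0 there does not exclude a batch effect. Of 40 splits of the libraries into batches of the same sizes, the real one among them, only the real one gave as many calls in double-positive neurons, in astrocytes and in microglia. Batch explained 20.1% of the variance of the 500 most variable genes in CaMKII positive neurons, 37.2% in double-positive neurons, 42.7% in astrocytes and 39.4% in microglia. These shares were taken without treatment as a covariate. In double-positive neurons, where batch 1 held burn mice only, the share mixes batch with treatment. CaMKII positive neurons had fewer batches, so their share is not directly comparable with the others.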

*P-*values of differentially expressed genes (DEGs) were adjusted by the Benjamini-Hochberg false discovery rate correction (p.adj) for multiple comparisons. Significant DEGs were selected based on an absolute log_2_ fold-change (log2FC) ≥1 and p.adj ≤ 0.05.

## 3 Results

### 3.1 Fluorescent activated cell sorting (FACS) virus labelled neurons isolated a population of neurons only positive for CaMKII and a subset of neurons double-positive for CaMKII and mDlx

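RNA was sequenced from 4 sorted cell populations taken 5 weeks after a burn or sham injury. CaMKII positive neurons carried eGFP driven by the CaMKII promoter, and CaMKII-mDlx double-positive neurons carried both eGFP and mRuby2, the latter driven by the mDlx enhancer used to label inhibitory neurons. Astrocytes were labelled with an antibody against the surface antigen ACSA2 and microglia with an antibody against CD11b. Of the 63 deposited libraries, 58 entered the comparisons. They came from 4 burn and 6 sham mice for CaMKII positive neurons, 9 burn and 7 sham mice for double-positive neurons, 9 burn and 8 sham mice for astrocytes, and 8 burn and 7 sham mice for microglia. As in the paper, mouse 3, which had skin ulceration, was left out of all 4 cell types and the double-positive library of mouse 8 was left out for its library size.
The authors depleted ribosomal RNA, made stranded libraries, aligned the reads to GRCm39 with STAR, counted reads on genes with GenomicAlignments and deposited the counts without normalisation. The paper's text does not state whether the counting used the strand of the reads. Each table listed 56980 Ensembl gene identifiers, of which 52073 had a name. In CaMKII positive neurons, the total count per library ran from 13346143 to 134703744 in burn mice (median 25239715) and from 13585743 to 26412353 in sham mice (median 19924242.5). In double-positive neurons it ran from 18368809 to 48405314 in burn mice (median 23643354) and from 14156588 to 53824290 in sham mice (median 17844848). In astrocytes it ran from 19491806 to 46214297 in burn mice (median 28809772) and from 18295895 to 47769210 in sham mice (median 28634927.5). In microglia it ran from 18345631 to 47928704 in burn mice (median 25575496.5) and from 16531118 to 54802103 in sham mice (median 22024695).
Libraries were sequenced in 3 batches. Batch 3 held 3 burn and 5 sham mice for CaMKII positive neurons and 5 burn and 5 sham mice for each of the other cell types. Batch 1 held 1 burn and 1 sham mouse for CaMKII positive neurons and only burn mice for double-positive neurons, so its double-positive libraries carried no within-batch comparison. Burn was compared with sham within each cell type by edgeR's quasi-likelihood test on the raw counts, with TMM normalisation and batch as a covariate, over genes with at least 10 counts in total. A gene was called at the paper's thresholds of an adjusted p-value (p.adj, Benjamini-Hochberg) of at most 0.05 and an absolute log2FC of at least 1. Levels of single genes are given as CPM, the count scaled to the total count of its library. A level of 0 allows up to 3 counts in a library, which covers counting error only.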

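Lists of marker genes written ahead of the analysis were read in every library as the median CPM over the list. In CaMKII positive libraries, the astrocyte list stood at 1592 ± 304 CPM (SD, n = 10 mice), the endothelial list at 435 ± 181 CPM, the list of all neurons at 15.8 ± 7.98 CPM, the excitatory neuron list at 5.92 ± 3.58 CPM and the inhibitory neuron list at 1.40 ± 1.297 CPM. Within this population Slc1a2 of the astrocyte list was counted at 11229 ± 2232 CPM and Flt1 of the endothelial list at 2407 ± 908 CPM, against 12.4 ± 11.2 CPM for Slc17a7 of the excitatory neuron list. In double-positive libraries, the microglia list stood at 1840 ± 305 CPM (SD, n = 16 mice), the astrocyte list at 52.5 ± 22.2 CPM, the list of all neurons at 3.20 ± 1.88 CPM and the inhibitory neuron list at 0.162 ± 0.165 CPM. Csf1r of the microglia list was counted there at 5777 ± 1337 CPM. The astrocyte list stood at 3362 ± 380 CPM (SD, n = 17 mice) in ACSA2-positive libraries and the microglia list at 2170 ± 245 CPM (SD, n = 15 mice) in CD11b-positive libraries.
Among the 14 mice with both populations, the microglia list was lower in double-positive than in CD11b-positive libraries in 12, by a median of 0.30 on the log2 scale, and the list of all neurons was higher in double-positive libraries in 11, by a median of 0.94 (exact paired sign-flip permutation test, two-sided, p = 0.00305 and 0.00244; Benjamini-Hochberg adjusted over 44 comparisons, 0.00593 and 0.00512). The astrocyte list was higher in double-positive libraries in all 14, by a median of 3.12 (the same test, exact p = 1.22e-04, adjusted 5.37e-04). Among the 10 mice with both, the list of all neurons was higher in CaMKII positive than in ACSA2-positive libraries in all 10, by a median of 1.18 on the log2 scale, and the astrocyte list was lower in all 10, by 1.07. The lists of microglia, oligodendrocyte precursors, oligodendrocytes, endothelial cells and border macrophages or monocytes were higher in CaMKII positive libraries in all 10, by medians of 4.17, 3.94, 3.02, 2.76 and 2.16 (exact paired sign-flip permutation test, two-sided, p = 0.00195 for each of these 7 lists, the smallest that 10 pairs can give; adjusted 0.00430). Over 44 exact permutation tests of marker lists between burn and sham mice within batches, the smallest adjusted p was 0.284. With 112 arrangements in CaMKII positive and 756 in double-positive neurons, the smallest adjusted p that a single list could reach there was 0.393 and 0.0582. Scaling by TMM moved no list's mean by more than its SD between mice.

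**Figure D1:**
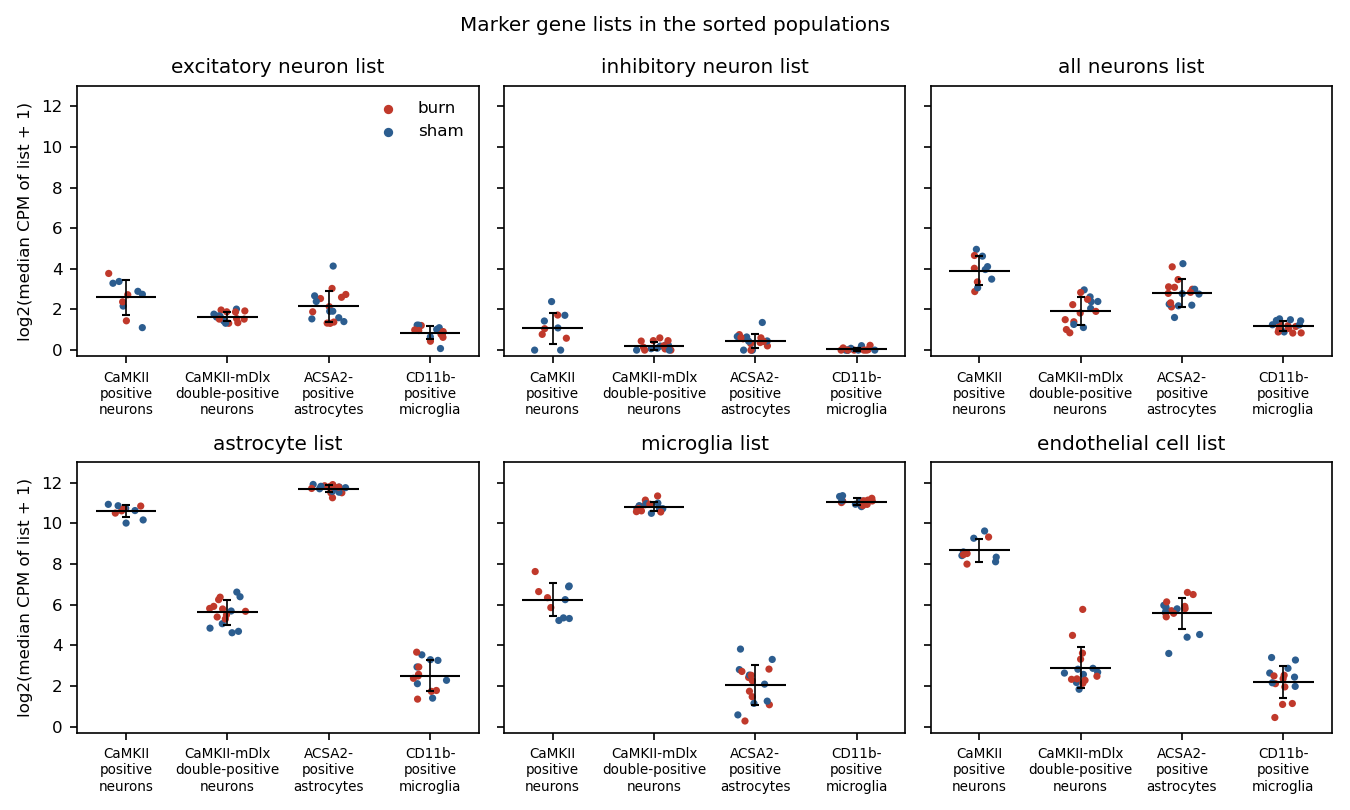
Median CPM of 6 marker lists, plotted as log2 of the median CPM plus 1, in each mouse of the 4 sorted populations (burn in red, sham in blue; line, mean; bar, SD). The microglia list stands near its CD11b-positive level in double-positive libraries, and the astrocyte list is high in CaMKII positive and ACSA2-positive libraries.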

To investigate the effects of thermal burns on different cortical cell types, we used FACS to isolate virus-labelled neuronal subtypes from the motor cortex and antibody-tagged glial populations in cortical regions caudal to the motor cortex in burn and sham-injured mice (Figure 1A). As expected, histological examination of the motor cortex in coronal brain sections showed that the majority of the AAV transduced neurons were positive for CaMKII (i.e., expressing eGFP), suggesting a greater proportion of excitatory neurons present compared to inhibitory (i.e., expressing mRuby2 or eGFP and mRuby2) (Figure 1B). Surprisingly, no single-labelled mRuby2-positive cell population was detected during FACS acquisition plot but there was a defined cluster of cells expressing both eGFP and mRuby2 fluorescence (i.e., double-positive) was identified. To rule out the possibility that the double labelling observed during FACS was a by-product of sheared neuronal processes expressing eGFP adhering to mRuby2 inhibitory cells, or *vice versa*, imaging flow cytometry was performed (Figure 1D). Upon imaging, live, intact eGFP-positive mRuby2-negative cells were verified, confirming the isolation of virus labelled CaMKII only positive neurons. Similar structural properties were identified when imaging the double-positive cell population (i.e., live and intact cells), however, the eGFP and mRuby2 fluorophore signals were found to be co-localised within the cell body. Thus, the sorted double-positive population was categorised as the subset of inhibitory neurons known to express CaMKII (Keaveney et al., 2020). Astrocytes and microglia were immunolabelled and FACS isolated from cortical tissue obtained caudal to the motor cortex. FACS acquisition plots identified two distinct cell populations defined by their high fluorescence for ACSA2 and CD11b (Figure 1C). A portion of isolated ACSA2-positive and CD11b-positive cells underwent flow cytometry and showed clear cellular morphology with distinct antibody labelling throughout the cell (Figure 1D).

**FIGURE 1:**
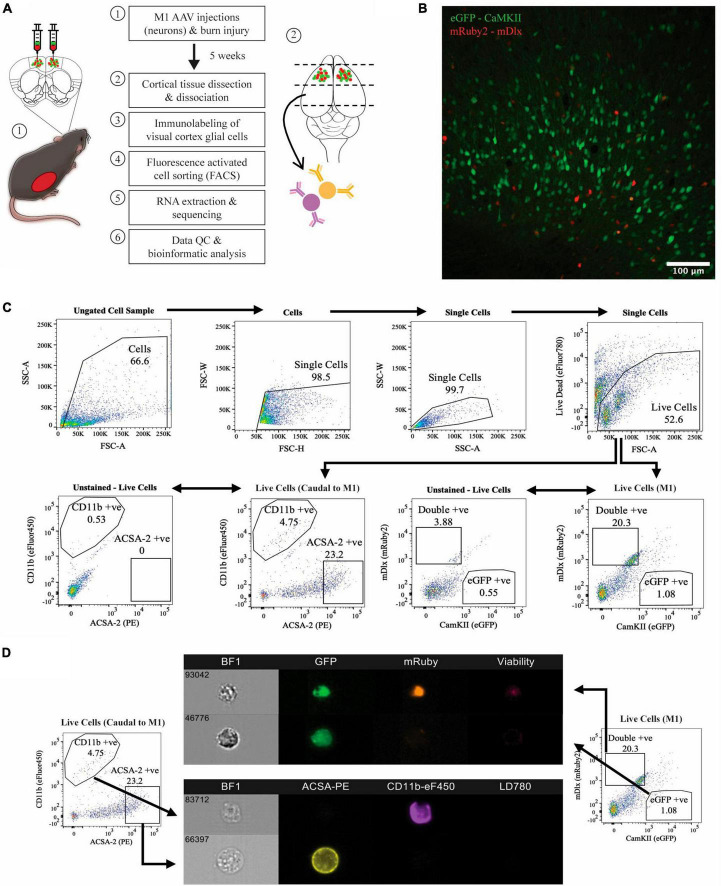
Isolation of four major cell populations from mouse cortical tissue. **(A)** Schematic of the experimental protocol. **(B)** Histology used to confirm AAV transduction of neurons, captured at 20x magnification using confocal microscopy. **(C)** Hierarchial gating strategy used to obtain live eGFP-positive neurons and mRuby2-positive neurons from M1 tissue of all mice. ACSA-2 positive astrocytes and CD11b positive microglia were obtained from cortical tissue caudal to the motor cortex of all mice, employing the same gating strategy. Plots generated from <50,000 events. Gated population numbers indicate percentage of total events displayed in each pseudocolour density plot. **(D)** Sorted cell populations were visualised on six-channels using an Amins^®^ imaging flow cytometer. BF1, brightfield.

### 3.2 Thermal burn injury alters the expression of *Gabrg2* in CaMKII positive neurons but not of any gene with known function in CaMKII-mDlx double-positive neurons 5 weeks post-injury in the motor cortex

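Within-group heterogeneity was measured as the biological coefficient of variation that edgeR estimates between mice of one treatment and batch. Over the 15295 genes with a mean count of at least 10 in all 4 cell types, it was 0.522 in CaMKII positive neurons, against 0.287 in CaMKII-mDlx double-positive neurons, 0.387 in ACSA2-positive astrocytes and 0.319 in CD11b-positive microglia. Over fits that each left out 1 mouse, it stayed between 0.507 and 0.549 in CaMKII positive neurons and below 0.402 in the other 3 cell types. Taken over each cell type's own genes that pass edgeR's filterByExpr, the setting that moved it most, it was 0.867 in CaMKII positive neurons and 0.614 in astrocytes.
For the principal components, counts were transformed with the variance stabilising transformation of DESeq2, blind to the groups, and the 500 most variable genes were taken. PC1 held 49.9% and PC2 19.7% of their variance across the 10 CaMKII positive libraries. Treatment explained 9.94% of the variance beyond batch, against a median of 9.43% over the 112 arrangements of the treatment labels within batches (exact permutation test, two-sided, p = 0.464). Neither PC1 (exact permutation test, p = 0.304) nor PC2 (p = 0.75) separated the burn mice from the sham mice. The share of treatment ran from 6.42% to 15.1% with each mouse left out in turn, and no such fit had a permutation p under 0.05.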

Whole transcriptome bulk RNA-sequencing of sorted only CaMKII positive neurons revealed a large degree of within-group heterogeneity, with no clear clustering of burn and sham-injured samples when visualised on a principal component analysis (PCA) plot (Figure 2A). Reflecting this, differential expression analysis revealed only one gene that was significantly downregulated in CaMKII positive neurons (*Gabrg2*, log2FC = −6.74) 5-weeks following a burn injury (Figures 2B, C and Table 1). 

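In CaMKII positive neurons, 0 of 28107 genes passed a p.adj of 0.05 and an absolute log2FC of 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1096 had an unadjusted p under 0.05. The smallest p.adj over all genes was 1.00. With DESeq2 in place of edgeR, the alternative that moved the count most, 3 genes passed, all of them lower in burn mice. Over the 10 fits that each left out 1 mouse, the count stayed at 0.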

Significant genes were identified based on an absolute log_2_ fold-change (log2FC) ≥1 and adjusted *p-*value for multiple comparisons (p.adj) ≤ 0.05. A table of raw read counts for all significant differentially expressed genes identified was also extracted to examine the expression of each gene across individual burn and sham samples (Supplementary Tables 2–5). For CaMKII-mDlx double-positive neurons, a PCA plot revealed little separation between the transcriptomic profiles of burn and sham injured mice (Figure 2D). 

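Across the 16 double-positive libraries, PC1 held 41.9% and PC2 23.6% of the variance of the 500 most variable genes. Treatment explained 2.34% of the variance beyond batch, against a median of 2.90% over the 756 arrangements of the treatment labels within batches (exact permutation test, two-sided, p = 0.758). With the library of mouse 8 and that of mouse 3 included, the share rose to 17.1% (exact permutation test, p = 0.0466), and PC1 then held 97.8% of the variance. Leaving out each of the 16 mice in turn kept the share between 2.11% and 3.47%.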

Differential expression analysis revealed two genes, in CaMKII-mDlx double-positive neurons, that had a significant change in expression (*Gm44194*, log2FC = −6.51; *8030474K03Rik*, log2FC = −20.10) 5-weeks post-burn injury compared to sham-injured controls (Figures 2E, F and Table 1). 

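In double-positive neurons, 0 of 26707 genes passed both thresholds, and 1872 had an unadjusted p under 0.05. Gm44194 (ENSMUSG00000108278) was counted at 0.0412 ± 0.0824 CPM in burn mice (SD, n = 9) and 0.717 ± 0.691 CPM in sham mice (SD, n = 7). Its log2FC was −7.18 (standard error 1.57, p.adj = 0.708 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts of the gene were found in 2 of the 9 burn mice, with at most 8 counts, and in 6 of the 7 sham mice, with at most 27 counts. Leaving out the batch term moved its log2FC most, to −3.87, and testing genes with any count, without the filter on low counts, gave a p.adj of 0.0328 by the edgeR test, the range over all alternatives being 0.0285 to 1.00.
8030474K03Rik (ENSMUSG00000046774) was counted at 0.532 ± 1.596 CPM in burn mice (SD, n = 9) and 0.964 ± 1.15 CPM in sham mice (SD, n = 7), a difference in means smaller than the spread between mice. Its log2FC was −7.71 (standard error 2.27, p.adj = 0.708 from the same edgeR test). The only burn mouse with counts was mouse 7, with 187 counts, and it belongs to batch 1, which holds no sham mouse of this cell type. In batches 2 and 3, all 6 burn mice had 0 counts of either gene. Against the 3 counts that a count of 0 allows, burn mice there were at least 5.27-fold lower for Gm44194 and at least 7.08-fold lower for 8030474K03Rik, and the fitted log2FC of both has no finite value to estimate. In sham mice, 4 of 7 libraries had counts, between 12 and 83. Without the batch term, the log2FC was −0.86. DESeq2 gave a log2FC of −20.10 (p.adj = 2.47e-05), and the p.adj of edgeR without the filter on low counts was 8.93e-04, while the range over all alternatives was 1.53e-05 to 1.00.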

Genes annotated with “*Gm-*” or “*Rik”* represent long non-coding RNAs, antisense transcripts or coding RNAs of unknown origin that have not yet been assigned a canonical name. 

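GENCODE M21 annotates Gm44194, on chromosome 6, as a transcript of the biotype TEC, a transcribed region still to be tested experimentally, and 8030474K03Rik, on chromosome X, as protein coding. Of the 50-base windows of 8030474K03Rik's transcripts, 13.8% also occur in Gm4779, so reads could be split between the 2 genes. No gene on the opposite strand overlaps the exons of either gene in this annotation.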

Due to the low number of significant differential genes identified, no gene ontology (GO) classifications could be generated for either CaMKII positive or CaMKII-mDlx double-positive neurons.

**FIGURE 2:**
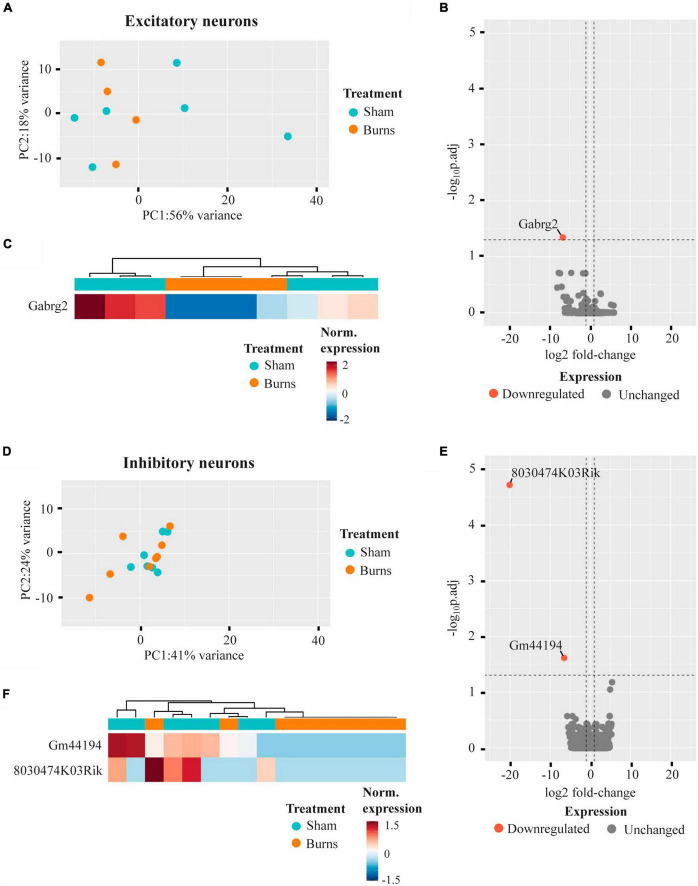
Gene expression profiles of motor cortex excitatory and inhibitory neurons are not significantly altered 5-weeks following a thermal burn injury. **(A)** PCA of FACS-purified excitatory neurons from burn- (*n* = 4) and sham- (*n* = 6) injured mice reveal large heterogeneity between samples. **(B)** Volcano plot and **(C)** heatmap display only one gene that was differentially regulated in excitatory neurons after a burn. **(D)** PCA of FACS-purified inhibitory neurons from burn- (*n* = 9) and sham- (*n* = 7) display no clear clustering of sample groups. **(E)** Volcano plot and **(F)** heatmap display two differentially expressed genes in inhibitory neurons after a burn. See also Supplementary Tables 2, 3.

**TABLE 1:** Summary of genes that displayed a significant differential expression in neurons and glial cells of the mouse cortex 5-weeks following a non-severe burn injury.

	Symbol	Gene name	log2 FC	p.adj
Excitatory neurons	Gabrg2	Gamma-aminobutyric acid (GABA) A receptor, subunit gamma2	−6.74	0.05
Inhibitory neurons	Gm44194	Predicted gene, 44194	−6.51	2.44e-02
	8030474K03Rik	RIKEN cDNA 8030474K03 gene	−20.10	1.90e-05
Astrocytes	Gm29326	Predicted gene, 29326	6.58	0.01
	Gm26493	Predicted gene, 26493	5.72	0.02
	Gm41639	Predicted gene, 41639	5.36	0.01
	Gm10722	Predicted gene, 10722	4.41	0.02
	Gm37415	Predicted gene, 37415	−5.96	0.05
Microglia	Shank3	SH3 and multiple ankyrin repeat domains 3	−1.77	0.01
	Ier5l	Immediate early response 5-like	−1.89	0.03
	Grb14	Growth factor receptor bound protein 14	−6.61	0.03

Significant genes were selected based on a log_2_ fold change (log2 FC) > 1 and an adjusted *p*-value (p.adj) ≤0.05.

### 3.3 Thermal burn injury alters the expression of a small number of genes in CD11b-positive microglia but not of any genes with known function in ACSA2-positive astrocytes 5 weeks post-injury

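Across the 17 astrocyte libraries of 9 burn and 8 sham mice, PC1 held 47.0% and PC2 16.9% of the variance of the 500 most variable genes. Treatment explained 4.28% of the variance beyond batch, against a median of 3.98% over 3024 arrangements of the treatment labels within batches (exact permutation test, two-sided, p = 0.434). Taken over all 27930 genes with at least 10 counts, the share was 6.63% (exact permutation test, p = 0.125). Over fits without 1 of the mice, the share stayed between 3.37% and 6.75%, with permutation p-values of 0.128 and above.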

Comparing the transcriptomic profiles of ACSA2-positive astrocytes obtained from burn and sham injured mice 5-weeks post-burn, a PCA plot indicated that a burn injury had little effect on gene expression, with biological replicates from each group clustering in close proximity (Figure 3A). Indeed, differential expression analysis revealed five genes that had an altered expression in ACSA2-positive astrocytes (four upregulated, one downregulated) following a burn injury (Figures 3B, C and Table 1). However, all the genes identified began with the annotation “*Gm-*” and thus, their functional significance could not be identified. Similarly, a PCA plot of CD11b-positive microglia from burn and sham injured mice showed no distinct separation between treatment groups, reflecting no strong effect of burn injuries on microglial gene expression (Figure 3D). Nonetheless, differential expression analysis revealed three genes (*Shank3*, FC = −1.77; *Ier5l*, FC = −1.89; *Grb14*, FC = −6.61) that all displayed a decreased expression in CD11b-positive microglial cells post-burn (Figures 3E, F and Table 1).

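In ACSA2-positive astrocytes, 0 of 27930 genes passed both thresholds, and 2984 had an unadjusted p under 0.05. Gm29326 (ENSMUSG00000100400) was counted at 0.652 ± 0.795 CPM in burn mice (SD, n = 9), in 8 of the 9, and had 0 counts in all 8 sham mice. Against the 3 counts that a count of 0 allows, this is at least 5.93-fold higher, and edgeR's quasi-likelihood test gave a p.adj of 0.458 after Benjamini-Hochberg adjustment. Gm26493 (ENSMUSG00000065089) was counted at 0.604 ± 0.292 CPM in burn mice, all 9 of which had counts, and 0.0785 ± 0.222 CPM in sham mice (SD, n = 8). Its log2FC was 6.05 (standard error 1.52, p.adj = 0.458). Mouse 12, with 30 counts, was the only sham mouse with counts of Gm26493. Gm10722 (ENSMUSG00000091028) was counted at 0.904 ± 0.661 CPM in burn mice and 0.0653 ± 0.105 CPM in sham mice, with a log2FC of 4.34 (standard error 1.21, p.adj = 0.458), and counts in all 9 burn and 4 of 8 sham mice. Gm37415 (ENSMUSG00000103864) was counted at 0.147 ± 0.228 CPM in burn mice, 3 of 9 with counts, and 0.615 ± 0.706 CPM in sham mice, 6 of 8 with counts. Its log2FC was −6.14 (standard error 1.66, p.adj = 0.458). The 3 burn mice with counts of Gm37415 were those of batch 1, where the only sham mouse also had counts.
The paper's remaining gene, Gm41639, was not analysed here. Leaving out the batch term moved Gm26493 to 2.71 and Gm37415 to −1.99 on the log2 scale. With each mouse left out in turn, the log2FC stayed between 5.75 and 7.11 for Gm26493, between 4.00 and 4.98 for Gm10722 and between −7.24 and −5.64 for Gm37415. DESeq2 without a filter on low counts called 176 genes, with a p.adj of 5.9e-05 for Gm29326, 4.6e-04 for Gm26493, 3.2e-04 for Gm10722 and 0.0019 for Gm37415. Over all alternatives, the p.adj of these 4 genes reached up to 0.735. Of the 176 calls, 83.0% had counts in at most 5 of the 17 mice.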

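GENCODE M21 annotates Gm29326, on chromosome 7, as a lincRNA, Gm26493, on chromosome 8, as a snoRNA, Gm10722, on chromosome 9, as protein coding, and Gm37415, on chromosome 5, with the biotype TEC. Of the exon bases of Gm29326, 94.7% are overlapped by 4930432E11Rik on the opposite strand. In Gm37415, 49.0% are overlapped by 2 opposite-strand genes, Sbno1 and Gm27486. Of the 50-base windows of Gm10722, 63.0% also occur in 12 other genes. The counts of these 3 genes are therefore uncertain unless reads were assigned by strand and placed uniquely. Gm26493, whose exon spans 136 bases, shares no such window with another gene.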

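Across the 15 microglial libraries, PC1 held 31.5% and PC2 19.9% of the variance of the 500 most variable genes. Treatment explained 6.73% of the variance beyond batch, against a median of 4.84% over 1008 arrangements of the treatment labels within batches (exact permutation test, two-sided, p = 0.148). On log2 CPM in place of the variance stabilising transformation, the share was 8.32% (exact permutation test, p = 0.106). PC1 alone had an exact permutation p of 0.606 for treatment, and of 0.0397 on log2 CPM, unadjusted. Without any 1 mouse, it stayed between 5.81% and 8.11%, and the smallest permutation p was 0.0780.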

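In CD11b-positive microglia, 0 of 26079 genes passed both thresholds, and 2036 had an unadjusted p under 0.05. Shank3 (ENSMUSG00000022623), a protein-coding gene on chromosome 15, had the smallest p of all genes tested, followed by Ier5l. It was counted at 1.73 ± 0.754 CPM in burn mice (SD, n = 8) and 5.74 ± 3.11 CPM in sham mice (SD, n = 7), in every library. Its log2FC was −1.76 (standard error 0.34, p.adj = 0.639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ier5l (ENSMUSG00000089762), on chromosome 2, was counted at 1.38 ± 0.943 CPM in burn mice and 3.78 ± 1.34 CPM in sham mice, also in every library, with a log2FC of −1.88 (standard error 0.43, p.adj = 0.639). Within batch 3 alone, the log2FC was −1.85 for Shank3 and −2.04 for Ier5l. Leaving out each mouse in turn kept it between −1.94 and −1.59 for Shank3 and between −2.27 and −1.66 for Ier5l.
Grb14 (ENSMUSG00000026888), on chromosome 2, was counted at 0.0985 ± 0.203 CPM in burn mice and 1.08 ± 1.00 CPM in sham mice, with a log2FC of −6.34 (standard error 1.88, p.adj = 0.639). In batch 3, all 5 burn mice had 0 counts and 4 of the 5 sham mice had 25 to 40. In batch 1 the direction was the opposite, with 26, 9 and 1 counts in the 3 burn mice and 0 in the only sham mouse. Without the batch term, the log2FC of Grb14 was −3.23. DESeq2 without a filter on low counts called 245 genes, with a p.adj of 2.8e-05 for Shank3, 4.4e-04 for Ier5l and 5.9e-04 for Grb14, and 91.4% of its calls had counts in at most 5 of the 15 mice. Over all alternatives, the p.adj of these 3 genes reached up to 0.835.
The microglial libraries of burn mice also had a lower endothelial list, at 2.81 ± 1.72 CPM against 5.80 ± 2.54 CPM in sham mice (exact permutation test within batches, two-sided, p = 0.0466; adjusted over 44 tests, 0.410). At the levels of the CaMKII positive libraries, this difference would carry 37.3% of the difference in Shank3, 5.69% of that in Ier5l and 30.3% of that in Grb14. Gm15609, on the opposite strand, overlaps 2.95% of the exon bases of Shank3 in GENCODE M21.

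**Figure D2:**
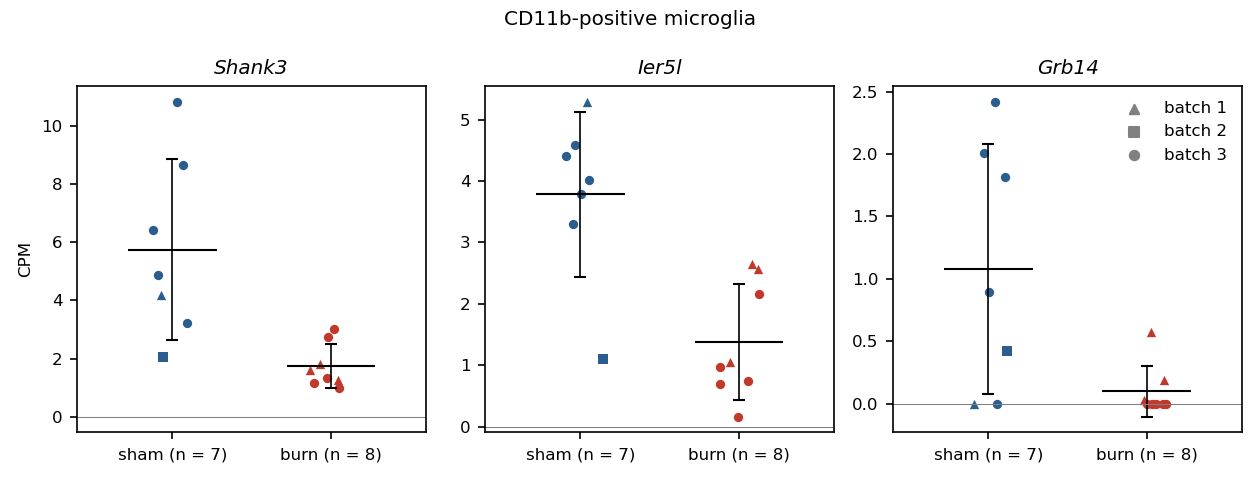
Shank3, Ier5l and Grb14 in CD11b-positive microglia, in CPM for each of 7 sham and 8 burn mice, with batches shown by symbol (line, mean; bar, SD). Mean Shank3 is 5.74 CPM in sham and 1.73 CPM in burn mice, and Grb14 has counts in 5 of 7 sham and 3 of 8 burn mice.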

**FIGURE 3:**
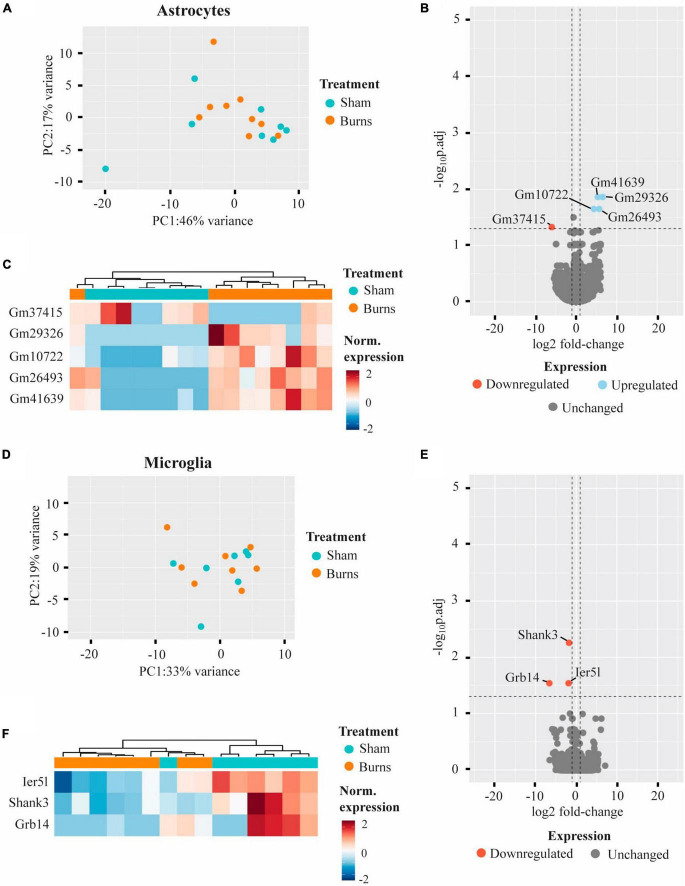
Burn injuries have little effect on the gene expression profiles of astrocytes and microglia 5-weeks following a thermal burn injury. **(A)** PCA of FACS-purified astrocytes from burn- (*n* = 9) and sham- (*n* = 8) injured mice reveal no clear difference between groups. **(B)** Volcano plot and **(C)** heatmap display several genes differentially regulated in astrocytes after a burn. **(D)** PCA of FACS-purified microglia from burn- (*n* = 8) and sham- (*n* = 7) display no clear clustering of sample groups. **(E)** Volcano plot and **(F)** heatmap display few differentially expressed genes in microglia after a burn. See also Supplementary Tables 4, 5.

## 4 Discussion

Given that burn injury patients have been shown to have long-lasting neuronal excitability and plasticity impairments in the motor cortex, we sought to characterise the long-lasting transcriptomic changes to excitatory and inhibitory neurons in the primary motor cortex, as well as microglia and astrocytes in general 5-weeks following a thermal burn injury. Surprisingly, burn injury only had a long-lasting effect on a small number differentially expressed genes identified which was cell-type specific. 

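Whether the effect of burn differed between cell types was tested as an interaction of treatment and cell type in one edgeR fit of each pair of cell types from the same region. Between CaMKII positive and double-positive neurons, 3 of 30693 genes passed a p.adj of 0.05, and between microglia and astrocytes, 1 of 30983 did. None of these 4 genes is among those the paper names. With mouse as a block over mice with both cell types (the paired fit), both counts were 0, with 429 and 978 genes at an unadjusted p under 0.05. When the difference was taken between 2 separate fits, each with its own dispersions, an alternative chosen after seeing the data, both counts were also 0, with 1098 and 1825 genes at an unadjusted p under 0.05. On simulated counts with known changes, 44.9% of the calls of the joint neuron fit and 30.1% of those of the joint glia fit were false, against 5.66% and 9.16% with separate fits.
In microglia minus astrocytes, the difference in log2FC was −1.82 for Shank3 (standard error 0.48, p.adj = 0.224 from edgeR's quasi-likelihood test), −1.94 for Ier5l (standard error 0.53, p.adj = 0.233) and −5.38 for Grb14 (standard error 1.48, p.adj = 0.233). With the block, the difference was −2.11 for Shank3, −1.90 for Ier5l and −4.55 for Grb14 (p.adj = 0.890, 1.00 and 1.00). By the same test, the unadjusted p of Shank3 was smaller with the block, at 1.33e-04 against 7.19e-04. That of Ier5l was larger, at 0.00943 against 9.85e-04, as was that of Grb14, at 0.0228 against 9.80e-04.
In CaMKII positive neurons, the log2FC was −0.31 for Shank3, −0.12 for Ier5l and −0.31 for Grb14. In double-positive neurons, it was 0.15 for Shank3, −0.50 for Ier5l and 1.69 for Grb14, and in astrocytes it was 0.07, 0.07 and 0.49, and none of these passed an adjusted p of 0.05. With each mouse left out in turn, Shank3 and Grb14 stayed below 0 in CaMKII positive neurons, Ier5l stayed below 0 in double-positive neurons, and Grb14 stayed above 0 in double-positive neurons and astrocytes. The microglia list stood at 1840 CPM in double-positive and the astrocyte list at 1592 CPM in CaMKII positive libraries. Their values therefore cannot be read as those of neurons alone. In the double-positive libraries, which came from motor cortex, the lower Shank3 and Grb14 of CD11b-positive microglia did not recur.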

In both CaMKII-mDlx double-positive inhibitory neurons from the motor cortex and cortical ACSA2-positive astrocytes caudal to the motor cortex, only genes related to long-coding RNAs, antisense transcripts or coding RNAs were identified. However, in CaMKII-positive excitatory neurons and CD11b-positive microglia, genes related to GABA receptor function (*Gabrg2*), synaptic plasticity and the immune response were found to be significantly down regulated (*Shank3*, *ler5l*, and *Grb14*).

Our study focussed on the neuronal changes in the motor cortex as this region has previously been implicated by clinical studies to have abnormal neuronal function (Garside et al., 2018) and plasticity (Whife et al., 2020) following a thermal burn injury. From the significant DEGs, identifying impaired neuronal functions and processes was difficult as the majority of differentially expressed genes identified were functionally uncharacterised and gene set pathway enrichment analysis was therefore not possible. However, it is known that *Gabrg2* encodes for the γ2 subunit on Gamma-aminobutyric acid-A (GABA_A_) receptors, the subunit critical for clustering GABA_A_ receptors to the post-synapse (Alldred et al., 2005). Given the large effect size of the downregulation (log_2_FC > 6), our result suggests impaired inhibition of CaMKII-positive excitatory neurons in the motor cortex, potentially underlying a pathological excitatory state of the motor cortex. This result partially supports the reduced inhibitory function (cortical silent period) observed in the motor cortex from a small number of burn injury patients with <10% TBSA injuries (Garside et al., 2018). However, it is worth noting that reduced inhibitory function was not observed in all burn injury patients studied and only occurred in specific subsets. Furthermore, the cortical silent period induced with transcranial magnetic stimulation (TMS) is a non-specific measure of motor cortex function and is assumed to involve both cortical and spinal circuits, and GABA_A_ and GABA_B_ receptor activity (Ziemann et al., 2015). Nevertheless, the downregulation of *Gabrg2* in excitatory neurons in the motor cortex may have significant clinical relevance in addition to altered motor control, such as mental health conditions where loss/absence of *Gabrg2* has been associated with anxiety behaviuors in *Gabrg2* knockout mice (Chandra et al., 2005).

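The subunits of the GABA-A receptor and its anchoring protein gephyrin were tested as a set of 13 genes, fixed with the other gene sets ahead of the analysis. In CaMKII positive neurons, 6 of the 13 genes fell, with a median log2FC of 0.02 on log2 CPM (p.adj = 0.235 from limma's camera test over 10 set tests). Of its genes, 0 passed when adjusted over the list alone and 0 over all genes tested, and 1 had an unadjusted p under 0.05. Gabrb1, counted at 375 ± 55.1 CPM in burn mice (SD, n = 4) and 337 ± 154 CPM in sham mice (SD, n = 6), had a log2FC of 0.23 (standard error 0.33). Gabrg1 was counted at 137 ± 12.8 and 133 ± 45.3 CPM, with a log2FC of 0.12 (standard error 0.22). In double-positive neurons, 10 of the 13 genes fell, with a median log2FC of −0.32 on log2 CPM and of −0.91 in the edgeR fit (p.adj = 0.0671 from the same camera test), and 0 passed when adjusted over the list alone, as over all genes tested, where 0 had an unadjusted p under 0.05. With all deposited libraries, which add mouse 3 in both populations and mouse 8 in double-positive neurons, the medians were −0.0027 in CaMKII positive and 0.03 in double-positive neurons, on the other side of 0. The paper proposes that inhibition of CaMKII-positive excitatory neurons was impaired. In CaMKII positive libraries the astrocyte list stood far above the excitatory neuron list, so the subunit levels cannot be assigned to excitatory neurons. In double-positive libraries the microglia list stood far above the inhibitory neuron list. Gabra5 there was counted at only 0.108 CPM in burn and 0.199 CPM in sham mice. The set tests therefore do not decide the proposal in either direction.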

In cortical CD11b-positive microglia caudal to the motor cortex, we found a significant down regulation of *Ier5*l, *Shank3*, and *Grb14*. To date very little is known of the function of the immediate early response gene *Ier5l* beyond having a role in transcriptional regulation (Ueda et al., 2019) and cellular development (Li et al., 2014). In contrast, *Shank3* codes for a scaffolding protein primarily localised post-synaptically at excitatory synapses (Uchino et al., 2006) and is thought to be a regulator of long-term potentiation. The role of *Shank3* has not been well characterised in microglia but is known to be chronically up regulated in expression following a traumatic brain injury (Makinde et al., 2020) and leads to a decreased gliosis response in *Shank3* knockout mice (Urrutia-Ruiz et al., 2022). Similarly, the role of *Grb14* in microglia has not been characterised, but its protein form is a known regulator of insulin and insulin-like growth factor signalling pathways (Holt and Siddle, 2005), that may play a role in mediating the inflammatory response of microglia (Inglis et al., 2012; Brabazon et al., 2018). 

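In CD11b-positive microglia, 4 sets of genes related to Shank3, Ier5l, Grb14 and gliosis were tested with limma's camera. The postsynaptic scaffold set of 18 genes, which includes Shank3, had a median log2FC of −0.16, with 14 genes falling (p.adj = 0.0051 over 10 set tests). This call held under fry (p.adj = 0.0237) and with the correlation between genes estimated (p.adj = 0.0316), and no other set was called by any of the 3. Within batch 3 alone, the median was −0.08, with 11 of 18 genes falling (p.adj = 0.0855 from camera), and over all alternatives the p.adj ran from 0.0025 to 0.0855. Of 100 splits of the libraries within batches, 21 gave a camera p at least as small for 1 of the 4 sets. Of the 18 genes, 1 passed when adjusted over the list alone and 0 over all genes tested, where 2 had an unadjusted p under 0.05. In the edgeR fit of these libraries, all 8 genes of the list of all neurons fell, with a median log2FC of −0.32. Of the 8 endothelial genes, 7 fell, with a median of −0.81, while the microglia list had a median of −0.03. Less RNA of neurons or endothelial cells was not separated from a change in microglia for the postsynaptic scaffold set. The insulin and IGF signalling set of 16 genes, which includes Grb14, had a median log2FC of −0.04, with 11 falling (p.adj = 0.0671 from camera). Of its genes, 2 passed when adjusted over the list alone and 3 had an unadjusted p under 0.05. The immediate early response set of 16 genes, which includes Ier5l, had a median of 0.19, with 4 falling (p.adj = 0.0671 from camera). Of its genes, 1 passed when adjusted over the list alone and 6 had an unadjusted p under 0.05. Since the paper picked Shank3, Grb14 and Ier5l from these libraries, counts over these lists are not independent evidence. The reactive microglia set of 16 genes had a median of 0.08, with 3 falling (p.adj = 0.148 from camera), and 0 passed when adjusted over the list alone, as over all genes tested, where 1 had an unadjusted p under 0.05. From the published roles of the 3 genes, the paper proposes that synaptic and gliosis functions of cortical microglia were down-regulated.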

Based on these previous findings, our results suggest that elements of the synaptic and gliosis functions of cortical microglia are down-regulated 5 weeks post-injury, but future validation is required to confirm this.

Comparing our results in the cortex to studies in the peripheral nervous system suggests that neural cells in the periphery are more susceptible to long-lasting impairment. For example, in rats that received a full-thickness 20% TBSA burn injury, decreases in the conduction velocities of peripheral sensory and motor nerves were observed up to 4-weeks post-burn (Higashimori et al., 2005). Similarly, 35% TBSA burn injuries in mice have been shown to result in increased microglial densities, and microglia-associated inflammatory markers surrounding motor neurons 2-weeks post-burn (Ma et al., 2019). These lasting microglial changes have also been seen with non-severe burn injuries (i.e., less than 20% TBSA in adults) (Fear et al., 2017). In rodent models of 3–4% TBSA burn injuries, reductions in nociceptive sensitivity at the burn wound were found to remain for up to 8-weeks post-burn, coupled with decreases in nerve densities at sites close and remote to the wound (Morellini et al., 2012; Palanivelu et al., 2018). Notably, non-severe burns in mice also increase the activation of spinal astrocytes and microglia when measured 2-weeks post-burn (Shields et al., 2012). While the differences in observation timepoint and burn injury model, such as the location and TBSA of the burn prevent direct comparison to our study, burn-induced changes to the peripheral nervous system seem more prominent than the CNS.

While our study has identified specific changes to gene expression in the cortex following a peripheral burn injury, future work is needed to identify *how* these chronic changes occur. Previous studies in rodents have shown that peripheral burn injuries increase the permeability of the blood brain barrier (Patel et al., 2008; Yang et al., 2020), which presumably provides a pathway for burn-induced inflammatory mediators in the periphery to interact with neurons and glia in the brain. In addition, burn injuries are known to affect efferent (Patwa et al., 2019) and afferent (Chang et al., 2010) neurons in the spinal cord, possibly leading to altered signalling and or connectivity with the cortex, however, a direct link between burn-induced changes in the spinal cord and brain has yet to be demonstrated.

To increase the specificity of our transcriptomic characterisation we used viral labelling with commercially available vectors for specific promoters to separate excitatory and inhibitory neurons. Using the CaMKII-eGFP AAV we primarily targetted cortical pyramidal neurons, as it has been shown that CaMKII expressing cells are predominantly excitatory (Nathanson et al., 2009). However, it is known that the CaMKII promoter also results in some labelling of inhibitory neurons (Keaveney et al., 2020; Veres et al., 2023). Therefore, by combining our CaMKII-eGFP AAV with the mDlx-mRuby2 AAV to target inhibitory neurons, we were able to separate the two cell types through FACS to some extent. Specifically, we interpreted cells that were eGFP-positive and mRuby2-negative to be excitatory neurons, whereas cells double-positive for eGFP and mRuby2 (i.e., expressing both CaMKII and mDlx) to be inhibitory neurons. To precisely separate the two cell types, future studies should consider the use of a single bicistronic vector containing two separate cassettes with either the CaMKII or mDlx promoter. However, to our knowledge, such a vector has not been used and is not available commercially. In addition, it is important to note that we used the expression CD11b as our sole marker to identify and isolate cortical microglia cells. While CD11b is a widely used microglia marker, it is also known to be found in several other cells from the myeloid lineage (Dziennis et al., 1995) (e.g., macrophages). Through our use of cardiac saline perfusion to remove perivascular immune cell types, we are confident that our isolated cells are CD11b-positive CNS microglia (Nikodemova and Watters, 2012; Bordt et al., 2020; Rayaprolu et al., 2020), but cannot exclude the possibility that our also contains some infiltrating macrophages and other CD11b-positive cells.

In addition to our viral strategy, we implemented an extra “sanity check” with imaging flow cytometry for our neuron and glial cell types, which validated that our sorted cells were whole single cells expressing the correct fluorophores. We suggest that future studies also integrate imaging flow cytometry into their workflow where possible as it provides a valuable control following cell sorting, particularly when using promoter-based gene targetting strategies that could label multiple cell types.

In conclusion, our results provide further evidence that burn injuries lead to long lasting effects on the primary motor cortex in a cell specific manner. Furthermore, we provide the first characterisation of the long-lasting transcriptomics changes to glial cells in the CNS following a burn injury and show that microglia in particular show long-lasting transcriptomic changes. Further characterisation of neurons and glia outside the motor cortex, including non-cortical regions (e.g., the cerebellum) is needed to fully understand the effect of burn injuries on the brain. However, our data provides a foundation to identify therapeutic targets for the prevention of chronic neurological disorders in burn injury patients.

## Data availability statement

The data present in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE229384 and can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229384.

## Ethics statement

The animal study was approved by the University of Western Australia Animal Ethics Committee (2021/ET00021). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

RO: Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review and editing. JB: Investigation, Supervision, Writing – review and editing. KF: Methodology, Resources, Visualization, Writing – review and editing. FW: Funding acquisition, Writing – review and editing. PM: Methodology, Writing – review and editing. JR: Funding acquisition, Writing – review and editing. MF: Conceptualization, Funding acquisition, Writing – review and editing. LB: Investigation, Writing – review and editing. AS: Conceptualization, Funding acquisition, Investigation, Supervision, Writing – review and editing. AT: Conceptualization, Funding acquisition, Investigation, Project administration, Supervision, Writing – original draft, Writing – review and editing.

# Supplementary material for: Non-severe thermal burn injuries induce long-lasting downregulation of gene expression in cortical excitatory neurons and microglia
**Source:** Front Mol Neurosci. 2024 Feb 27;17:1368905. doi: 10.3389/fnmol.2024.1368905
**Supplement:** Supplementary file 1

Supplementary Material

Non-severe thermal burn injuries induce long-lasting downregulation of gene expression in cortical excitatory neurons and microglia

Rebecca C S Ong*, Jamie L Beros, Kathy Fuller, Fiona M Wood, Phillip E Melton, Jennifer Rodger, Mark W Fear, Lucy Barrett, Andrew W Stevenson, Alexander D Tang

# Supplementary Figures and Tables

## Supplementary Figures

**B**

**A**

**Supplementary Figure 1. Bar plot of raw and variance stabilising transformed (VST) counts of all sequenced FACS-isolated cell types, related to STAR Methods. A)** Raw counts (i.e., library size) of sequenced excitatory neurons, inhibitory neurons, astrocytes and microglia samples taken from the cortex of burn and sham injured mice. **B)** Counts were transformed using the VST function account for library size differences. VST counts for sample number 8 in inhibitory neurons was noticeably different and was thus, removed from subsequent analyses.

**Table S2: Raw read counts of genes with a significant differential expression in excitatory neurons between burn and sham samples, related to Figure 2C.**

**Table S3: Raw read counts of genes with a significant differential expression in inhibitory neurons between burn and sham samples, related to Figure 2F.**

**Table S5: Raw read counts of genes with a significant differential expression in microglia between burn and sham samples, related to Figure 3F.**

**Table S4: Raw read counts of genes with a significant differential expression in astrocytes between burn and sham samples, related to Figure 3C.**

# Supplementary material for: Non-severe thermal burn injuries induce long-lasting downregulation of gene expression in cortical excitatory neurons and microglia
**Source:** Front Mol Neurosci. 2024 Feb 27;17:1368905. doi: 10.3389/fnmol.2024.1368905
**Supplement:** Supplementary file 2

Table S1: Details of sorted excitatory neurons, inhibitory neurons, astrocytes and microglial cells and RNA samples, obtained from animals used in the study, related to STAR Methods. Rows in bold indicate the final RNA samples from burn and sham-injured mice used in the differential gene expression analysis.

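Table S1 lists, for most mice and cell types, the number of sorted cells, the RNA integrity number (RIN), the raw reads and the share of reads mapped uniquely, and the values in these sentences are the paper's. Over the libraries compared here, the median number of sorted cells was 7450.5 for excitatory neurons, 62066.5 for inhibitory neurons, 51386 for astrocytes and 9476 for microglia. Over the libraries with a listed RIN, which leave out the microglia of mice 2, 7, 8, 10 and 13, the lowest was 6.8 and the highest was 10. The median share of uniquely mapped reads was 59.8%, 64.3%, 60.9% and 61.5% in the same order, and the lowest was 41% in an excitatory library. For the excitatory library of mouse 2 the paper lists 475464316 raw reads, and the deposited counts of that library sum to 134703744, the highest of the 63. For the inhibitory library of mouse 8, which was left out, it lists 87173148 raw reads with 63.47% mapped uniquely. The deposited counts of that library sum to 331215, the lowest of the 63, and the reason for this mismatch was not tested.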

How the deposited data were processed for this re-analysis (not part of the article)

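RNA-seq was done on 4 sorted populations of mouse cortical cells 5 weeks after a burn or sham injury. There were 63 libraries from 18 of the 24 mice in Table S1, in 3 sequencing batches. The authors trimmed the reads, aligned them with STAR to GRCm39, counted them on Ensembl genes with GenomicAlignments, and deposited 1 table of counts per cell type without normalisation. They also deposited, for each cell type, a table of values on a log2-like scale. It holds the same genes as those with at least 1 count, all of its values for 0 counts sit at 1 floor value, and the variance stabilising transformation of DESeq2, fitted with batch and treatment over all deposited libraries, gave values that differed from it by at most 8.86e-06. A blind transformation differed from it by a median of 0.0616 to 0.472, depending on the cell type. These deposited log2 values were checked in this way and not used in any test. Every column of the tables was matched to a sample by its name and 0 columns were left unused.

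The counts deposited by the authors were tested as they stand. The 58 libraries that the paper used, by the notes in Table S1, made up the main comparisons. The 5 others were the libraries of mouse 3 in all 4 cell types, removed by the authors for skin ulceration, and the double-positive library of mouse 8, removed for its library size, which held 331215 counts. Over the 63 libraries the total count ran from 331215 to 134703744, with a median of 24704623. At these depths a count of 0 allows up to 3 counts, or between 0.0223 and 0.225 CPM in the CaMKII positive libraries that were kept. No 2 libraries held the same counts, and over all 1953 pairs, the lowest chi-square per degree of freedom between counts was 13.4.

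The test of burn against sham was edgeR 4.0.16 (quasi-likelihood, glmQLFit and glmQLFTest) in R 4.3.3 with TMM normalisation, a design of batch and treatment, and genes with at least 10 counts in total, with Benjamini-Hochberg adjustment over all genes tested. Calls needed an adjusted p of at most 0.05 and an absolute log2FC of at least 1. Standard errors are the absolute log2FC divided by the square root of the F statistic. Principal components were taken from the 500 most variable genes after the blind variance stabilising transformation of DESeq2 1.42.0, and the share of variance that treatment explains beyond batch was tested by exact permutation within batches. The interaction of treatment and cell type was tested in edgeR for CaMKII positive against double-positive neurons and for microglia against astrocytes. Gene sets were tested with camera of limma 3.58.1, at its preset correlation of 0.01, over 10 set tests, with the median and direction of each set taken from the log2 CPM of that fit: GABA-A receptor subunits and immediate early response in both neuron types, reactive astrocyte and immediate early response in astrocytes, and postsynaptic scaffold, insulin and IGF signalling, reactive microglia and immediate early response in microglia. The 11 marker lists were those for excitatory neurons, inhibitory neurons, all neurons, astrocytes, microglia, oligodendrocytes, oligodendrocyte precursors, endothelial cells, mural cells, border macrophages or monocytes, and red blood cells. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

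Samples, designs, gene lists and alternatives were set before the data were examined, apart from those the text names as chosen after seeing the data. The genes named are all genes of Table 1 in their own cell type, Shank3, Ier5l and Grb14 in the other cell types too, the GABA-A receptor subunits in both neuron types, and, where no gene was called, the 2 genes with the smallest p in each cell type. Gm41639 of Table 1 was not analysed here. Some genes that this rule covers are not reported here. Gene names and identifiers are those of the files. Chromosomes, biotypes and overlaps between genes come from GENCODE M21, which is of the build GRCm38, so no positions are given. Overlaps were computed over exon bases by strand, and shared sequence over windows of 50 bases.

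Libraries of 1 mouse carry the same number in every cell type, as Table S1 shows, so they are paired. Deviations from the group means were compared between the 2 cell types of a mouse: their median correlation was 0.057 (0.03 to 0.12, 8 mice) between the neuron types and 0.032 (−0.04 to 0.10, 13 mice) between the glial types. Blocked fits with mouse as a term were run for the interactions.

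Alternatives were all deposited libraries; DESeq2, which the paper's methods name in an older version; other size factors or library size only; edgeR's filterByExpr or no filter on low counts; no batch term; batch 3 alone; no minimum fold change; and each mouse left out in turn. DESeq2 after 4 filters on low counts, and the difference of 2 separate fits in place of the joint interaction, were added after seeing the data. The tests of single genes were run on simulated counts with 200 genes changed by a log2FC of 1, 2 or 4. The changed genes were drawn from those with a mean count of at least 10, and the simulated counts held no batch effect. The shares recovered therefore do not cover changed genes with lower counts. edgeR recovered 43% of the changed genes in CaMKII positive neurons, 61.5% in double-positive neurons, 67% in astrocytes and 67% in microglia, with false shares of 6.52%, 2.38%, 6.29% and 8.22% among its calls. DESeq2 on the same simulated genes, those with at least 10 counts, recovered 48.5%, 65%, 73% and 69.5%, with false shares of 53.6%, 9.72%, 22.8% and 26.1%, and genes with fewer counts were not simulated. For camera, a set of 20 genes was raised by a log2FC of 1. For the principal components, 200 genes were all raised, by a log2FC above 4. At an unadjusted p of 0.05, camera and the permutation test of principal components found these changes in all 4 cell types and none in unchanged data. Smaller changes were not simulated for the principal components, so the power of that test for them is not known.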

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

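The tests of exchanged samples, of the RNA of microglia and of astrocytes in the sorted neurons and of free RNA were chosen only after the marker levels had been seen.

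Marker genes of glia stood high in libraries of the sorted neurons, a signal in genes the paper does not discuss. The microglia list had a mean of 1840 CPM in CaMKII-mDlx double-positive libraries and the astrocyte list a mean of 1592 CPM in CaMKII positive libraries, against 0.162 CPM for the inhibitory neuron list and 5.92 CPM for the excitatory neuron list in the same libraries, respectively. An exchange of samples between tables is argued against: in 0 of the 63 libraries, those of other tables included, was the inhibitory neuron list above the astrocyte and microglia lists, so no set of libraries with the profile of inhibitory neurons was found under another label. One library deposited under 2 names is also argued against, since the lowest chi-square per degree of freedom between the double-positive and the CD11b-positive library of a mouse was 22.4, where 2 samplings of the same library would give about 1. The levels are consistent with RNA of microglia making up most of the double-positive libraries: 1015 genes at least 8 times higher in CD11b-positive than in ACSA2-positive libraries, with a mean of at least 10 CPM, stood at a median log2 ratio of 0.0144 to their own level in CD11b-positive libraries, and 98.7% were within a factor of 4. In CaMKII positive libraries the same genes stood at −2.95. They are likewise consistent with RNA of astrocytes in the CaMKII positive libraries, where 1771 astrocyte genes chosen in the same way stood at a median log2 ratio of −0.48, with 94.0% within a factor of 4, against −4.85 in double-positive libraries. By the paper's methods, both neuron populations of a mouse were sorted from 1 suspension of motor cortex, whose free RNA would bring the same mix to both. Free RNA as the source in both is argued against: among the 9 mice with both, the astrocyte list was higher in CaMKII positive than in double-positive libraries in all 9, by a median of 5.44 on the log2 scale, and the microglia list was lower in all 9, with a median difference of −4.38 (exact paired sign-flip permutation test, two-sided, adjusted p = 0.00593 for each). Whether glial cells carried the reporter fluorescence, were sorted for another reason or left free RNA in 1 of the populations stays open, as does the share of neurons, and no biological explanation was tested. Of the 8 genes in each list, none was picked from these libraries.

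Single mice stood far from the rest of their group in 15 of 122 groups, where chance gives about 6.1. In CaMKII positive neurons, burn mouse 2 had 25537 genes with at least 10 counts, in the library with 134703744 counts. The red blood cell list stood at 1.88 CPM in CaMKII positive burn mouse 24 and at 0.762 CPM in double-positive burn mouse 21. Double-positive burn mouse 10 had the highest lists of oligodendrocytes (37.4 CPM), oligodendrocyte precursors (17.8 CPM) and border macrophages or monocytes (20.9 CPM). 8030474K03Rik stood at 4.79 CPM in double-positive burn mouse 7 and at 0 in the other 8 burn mice. In astrocytes, Gm26493 stood at 0.628 CPM in sham mouse 12 and at 0 in the other shams, while sham mouse 13 had Gm10722 at 0.308 CPM and the excitatory neuron list at 16.6 CPM. In microglia, sham mouse 13, the only mouse of batch 2, had the lowest Ier5l (1.10 CPM) and the lowest list of border macrophages or monocytes (5.89 CPM) of the shams. Grb14 stood at 0.575 CPM in microglial burn mouse 2, and the inhibitory neuron list at 0.177 CPM in burn mouse 7 and 0.164 CPM in sham mouse 8. Several of these values rest on few counts or on the only mouse of a batch, and no biological explanation was tested.

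In 4 genes the effect of burn differed between 2 cell types by the interaction test. Between CaMKII positive and double-positive neurons, the difference in log2FC was 5.82 for ENSMUSG00000120903, 1.53 for Tnfaip8l2 and 6.56 for 6030468B19Rik, and between microglia and astrocytes it was −5.31 for Tmem200c. Among splits of the libraries by chance, 8 of 21 gave as many genes in the neurons and 16 of 21 in the glia. With mouse as a block, 0 genes passed in either pair. Taken with the false calls of the joint fit on simulated counts, these values argue against reading the 4 genes as differences between cell types. A difference between the motor cortex and the cortex caudal to it does not enter, since each pair came from 1 region.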

How the results depend on the processing

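Over 124 results and 1587 comparisons with an alternative, 1431 kept their direction and their side of the threshold or stayed within their spread, 53 became stronger, 1 weaker, 59 moved and 43 reversed. The cause was not tested for any of these unless a reason is given. The 4 filters before DESeq2 and the separate interaction fits were chosen after seeing the data.

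With each mouse left out in turn, edgeR called 0 genes in every fit of each of the 4 cell types, with at least 541, 1505, 2195 and 1477 genes at an unadjusted p under 0.05 in CaMKII positive neurons, double-positive neurons, astrocytes and microglia. Other size factors, library size only, filterByExpr, no batch term, batch 3 alone and no minimum fold change also left 0 calls in the 4 cell types. DESeq2 called 3 genes in CaMKII positive neurons, 2 in double-positive neurons, 176 in astrocytes and 245 in microglia. After filters of at least 10 counts in total, counts in at least 50% of the mice, at least 10 counts in 3 mice, and a mean count of at least 5, it called 3, 1, 0 and 3 genes in CaMKII positive neurons, 2, 1, 2 and 2 in double-positive neurons, 27, 3, 4 and 4 in astrocytes, and 80, 3, 3 and 3 in microglia. Without the filter on low counts, edgeR called 14 genes in double-positive neurons and 4 in astrocytes. With all deposited libraries, it called 136 genes in double-positive neurons, all lower in burn, and that setting adds the library of mouse 8 with 331215 counts.

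All deposited libraries also raised the share of variance that treatment explains in double-positive neurons to 17.1%, their biological coefficient of variation to 0.459 and the difference in genes detected to 3825, turned the difference in the share of the 50 highest genes to −7.94 percentage points, and left 8 genes changed between batches there. In astrocytes 442 and in microglia 58 genes then changed between batches. Over genes that pass filterByExpr, which differ between cell types, the coefficient was 0.867 in CaMKII positive neurons, 0.395 in double-positive neurons, 0.614 in astrocytes and 0.561 in microglia. Counting genes with at least 1 count turned the difference in genes detected in microglia to 458.

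The count of genes whose burn effect differed between the neuron types, 3 in the joint fit, was 0 with the replicate block, 10 with all deposited libraries, 0 in batch 3 and 0 with separate fits, and ran from 2 to 9 over the fits that each left out 1 mouse. Between the glial types, where the joint fit gave 1, it was 0 with the replicate block, 2 with all deposited libraries, 3 in batch 3 and 0 with separate fits, and ran from 0 to 9 over such fits. The paired fits use only mice with both cell types.

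Of the gene sets, with all deposited libraries the median log2FC of the GABA-A receptor subunits turned to −0.0027 in CaMKII positive and to 0.0348 in double-positive neurons, and the immediate early response set passed the threshold in double-positive neurons (2.89) and astrocytes (0.31). In batch 3, the reactive astrocyte set turned to −0.18 and the postsynaptic scaffold set in microglia, at −0.0827, no longer passed.

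Signs of small fold changes reversed. In CaMKII positive neurons, the log2FC turned to 0.0400 for Ier5l and −0.16 for Gabra3 with all deposited libraries, to −0.48 for Gabrd without the batch term, and to −0.0256 for Gabrb1 and −0.0480 for Gabrg1 in batch 3. In double-positive neurons, Gphn turned to 0.0320 with all deposited libraries, Gabra3 to 0.36 without the batch term and Shank3 to −0.0482 in batch 3. Shank3 in astrocytes turned to −0.16 without the batch term. With each mouse left out in turn, the log2FC in CaMKII positive neurons ran from −0.30 to 0.22 for Ier5l, −0.69 to 0.20 for Gabra2, −0.20 to 0.72 for Gabra3, −0.0289 to 0.38 for Gabrb1, −0.0517 to 0.25 for Gabrg1, −4.27 to 4.35 for Gabrd, and −0.0029 to 0.28 for Gphn. In double-positive neurons it ran from −0.0475 to 0.30 for Shank3 and −0.63 to 0.12 for Gabra3, and in astrocytes from −0.0693 to 0.35 for Shank3 and −0.13 to 0.26 for Ier5l. Gabrd in CaMKII positive neurons was counted in 2 of 4 burn and 2 of 6 sham mice only, with at most 26 counts. The genes of Table 1 reported here kept their direction in every alternative.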

Differences from the paper's values

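The paper reports 1 changed gene in CaMKII positive neurons, 2 in double-positive neurons, 5 in astrocytes and 3 in microglia, and edgeR called 0 in each, with 1096, 1872, 2984 and 2036 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 gave the paper's count in double-positive neurons (2). In astrocytes, edgeR without a filter on low counts came closest to the paper's 5, with 4 genes, none of them in Table 1. None gave the paper's count in CaMKII positive neurons, where DESeq2 called 3, or in microglia, where it called 245. Filters before DESeq2 that were chosen after seeing the values gave 1 gene in CaMKII positive neurons (counts in at least 50% of the mice), 2 in double-positive neurons (at least 10 counts in total, at least 10 counts in 3 mice, or a mean count of at least 5), 4 in astrocytes (at least 10 counts in 3 mice, or a mean count of at least 5) and 3 in microglia (counts in at least 50% of the mice, at least 10 counts in 3 mice, or a mean count of at least 5).

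For Gm44194 in double-positive neurons, the p.adj was 0.708 against the paper's 2.44e-02. DESeq2 (0.0300), edgeR without a filter on low counts (0.0328) and edgeR with all deposited libraries (0.0372) called it. The other alternatives set before the data were examined did not. For 8030474K03Rik, the p.adj was 0.708 against the paper's 1.90e-05. DESeq2 gave 2.47e-05 and came closest of the alternatives set before the data were examined, while edgeR without a filter on low counts called the gene at 8.93e-04. All 6 burn mice of the batches with both treatments had 0 counts of it, so the fitted log2FC, −7.71 from edgeR and −20.10 from DESeq2 and in the paper, has no finite value there, and the counts bound it only to at least 2.82 on the log2 scale in the same direction. After the filters on low counts that were chosen after seeing the values, DESeq2 gave a p.adj from 0.0285 to 0.0461 for Gm44194 over the 4 filters and from 1.53e-05 to 2.00e-05 for 8030474K03Rik over 3 of them. The filter of counts in at least 50% of the mice left out 8030474K03Rik, which had counts in 1 of 9 burn and 4 of 7 sham mice.

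In astrocytes, the p.adj was 0.458 for Gm29326, Gm26493, Gm10722 and Gm37415, against the paper's 0.01, 0.02, 0.02 and 0.05. Of the alternatives set before the data were examined, only DESeq2 called these genes, at smaller values of 5.9e-05, 4.6e-04, 3.2e-04 and 0.0019. After filters chosen after seeing the values it called Gm29326 at 0.0216 (at least 10 counts in 3 mice) and 0.0213 (a mean count of at least 5), and Gm26493 and Gm10722 at 0.0338 (counts in at least 50% of the mice), 0.0354 and 0.0351. Under these 3 filters Gm37415, which the paper calls, had a p.adj of 0.0576, 0.0622 and 0.0620, and at least 10 counts in total, also chosen after seeing the values, gave 0.0133. Among the genes called under the same 3 filters was AC091309.1 (ENSMUSG00000117421), named here after its values were seen, with a log2FC of 5.36, 5.38 and 5.38 and a p.adj of 0.0310, 0.0216 and 0.0213. The paper gives Gm41639 a log2FC of 5.36 and a p.adj of 0.01, and whether both names stand for one gene was not analysed here.

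In microglia, the p.adj was 0.639 for Shank3, Ier5l and Grb14, against the paper's 0.01, 0.03 and 0.03. Of the alternatives set before the data were examined, only DESeq2 called these genes, at smaller values of 2.8e-05, 4.4e-04 and 5.9e-04. With filters chosen after seeing the values, DESeq2 called the same 3 genes at 0.00357, 0.0194 and 0.0194 (counts in at least 50% of the mice), 0.00634, 0.0325 and 0.0325 (at least 10 counts in 3 mice), and 0.00564, 0.0292 and 0.0292 (a mean count of at least 5).

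The paper describes the double-positive population as inhibitory neurons and the CaMKII positive population as excitatory neurons. In the deposited counts, the microglia list stood at 1840 CPM and the inhibitory neuron list at 0.162 CPM in the former, and the astrocyte list stood at 1592 CPM and the excitatory neuron list at 5.92 CPM in the latter.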

Other observations

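The tests of genes with counts in few mice, of genes at an unadjusted p between batches in CaMKII positive neurons and of the share of endothelial RNA behind each of Shank3, Ier5l and Grb14 were chosen only after the results were seen.

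DESeq2 called 176 genes in astrocytes and 245 in microglia where edgeR called 0 (2984 and 2036 genes with an unadjusted p under 0.05). Of these calls, 83.0% and 91.4% were of genes with counts in at most 5 mice, against 26% and 28% of all genes to which DESeq2 gave an adjusted p. Of uncalled genes with a total count within 10% of that of a call, a mean of 80.3% and 85.8% also had counts in at most 5 mice, so the number of mice was not separated from low counts in general. With only genes counted in at least 50% of the mice, a filter chosen after seeing the data, DESeq2 called 3 genes in astrocytes and 3 in microglia. Splits of the libraries within batches, the real one among them, gave as many DESeq2 calls in 12 of 21 cases in astrocytes, with a median of 188, and in 13 of 21 in microglia, with a median of 253. This is consistent with most of these calls coming from genes with low counts in few mice. As hypotheses about single genes among them, a biological difference stays open and was not tested. For edgeR, the number of genes with an unadjusted p under 0.05 was reached by 33 of 50 splits in CaMKII positive neurons, 42 of 50 in double-positive neurons, 10 of 50 in astrocytes and 17 of 50 in microglia.

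The lower Shank3, Ier5l and Grb14 in microglia of burn mice were set against RNA carried over from other cells. RNA of astrocytes is argued against, since the astrocyte share of the sham libraries would carry at most 3.02% of the level of any of the 3 genes. RNA of neurons is argued against as the whole cause, since the list of all neurons had a median log2FC of −0.32. The endothelial list had a median log2FC of −0.81. Endothelial RNA at the levels of the CaMKII positive libraries could account for 37.3% of the difference in Shank3 and 30.3% of that in Grb14. In batch 3 these shares were 36.4% and 25.2%. At the same levels it could account for only 5.69% of the difference in Ier5l. In batch 3 that share was 5.38%, so at these levels the values argue against endothelial RNA as the source of most of the difference in Ier5l. For Shank3 and Grb14, endothelial RNA cannot be told apart from an effect of the injury. The level of these genes in pure endothelial cells is not known here, and the CaMKII positive libraries also hold astrocyte RNA. An effect of the injury on microglia stays open for all 3 genes, which did not pass the adjusted threshold of edgeR.

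The spread of CaMKII positive libraries along PC1 was compared with 4 measures. The log2 ratio of endothelial to astrocyte lists had a Pearson r of 0.58 with PC1 (permutation p = 0.0763, adjusted over 4 relations 0.305; Spearman rho 0.66, permutation p = 0.0443, adjusted 0.177), 0.54 without the 2 libraries farthest from the median and 0.82 in the 8 libraries of batch 3. The ratio of microglia to astrocyte lists had r = −0.11 (permutation p = 0.765; rho −0.03, permutation p = 0.945), −0.15 without 2 libraries and 0.06 in batch 3. Library size had r = 0.0772 (permutation p = 0.807; rho 0.36, permutation p = 0.314), 0.54 without 2 libraries and 0.26 in batch 3, and RIN had r = 0.39 (permutation p = 0.270; rho 0.36, permutation p = 0.314), 0.31 without 2 libraries and −0.02 in batch 3. With 10 libraries, endothelial RNA, microglia RNA, library size and RNA quality stay open, and none of the 4 relations passed adjustment.

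Batch had a larger effect than the injury in 3 cell types. Only the real division into batches gave as many genes between batch 3 and the others, 1 of 40 splits each in double-positive neurons (298 genes), astrocytes (288) and microglia (104), while CaMKII positive neurons had 0 genes, and their 1509 genes at an unadjusted p under 0.05 were reached by 8 of 24 splits. In double-positive neurons batch 1 held burn mice only, so part of its batch contrast is confounded with treatment. CaMKII positive neurons had only 1 burn and 1 sham mouse outside batch 3, so a batch effect is not excluded there.

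The smallest camera p of the gene sets in a cell type was reached by 52 of 100 splits in CaMKII positive neurons, 40 in double-positive neurons, 38 in astrocytes and 21 in microglia. The immediate early response set had a median log2FC of 0.16 in CaMKII positive neurons (p.adj = 0.148 from limma's camera), 0.02 in double-positive neurons (0.874) and 0.29 in astrocytes (0.0612), where 1 of 16 genes fell, and the reactive astrocyte set had a median of 0.07 in astrocytes (0.824).

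The genes with the smallest p, none of them past the adjusted threshold of edgeR, were Lrrc9 (log2FC −1.10, standard error 0.26) and Acta2 (−1.70, standard error 0.41) in CaMKII positive neurons, Gm44194 and ENSMUSG00000120777 (−1.46, standard error 0.36) in double-positive neurons, Dcc (−0.60, standard error 0.12) and Gm29326 in astrocytes, and Shank3 and Ier5l in microglia. Acta2 is also a member of the mural cell list, and the paper does not report it.

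The remaining marker lists, as mean CPM, were as follows. In CaMKII positive libraries, mural cells stood at 109, microglia at 86.2, oligodendrocytes at 58.5, oligodendrocyte precursors at 47.2, border macrophages or monocytes at 5.58 and red blood cells at 0.188. In double-positive libraries, endothelial cells stood at 9.33, border macrophages or monocytes at 7.01, oligodendrocytes at 6.30, mural cells at 2.42, oligodendrocyte precursors at 2.28, excitatory neurons at 2.19 and red blood cells at 0.0502. In astrocytes, mural cells stood at 77.1, endothelial cells at 52.2, oligodendrocytes at 7.29, all neurons at 6.92, excitatory neurons at 4.17, microglia at 4.07, oligodendrocyte precursors at 2.34, inhibitory neurons at 0.395, border macrophages or monocytes at 0.0504 and red blood cells at 0. In microglia, border macrophages or monocytes stood at 19.9, astrocytes at 5.46, oligodendrocytes at 1.91, all neurons at 1.296, mural cells at 0.875, excitatory neurons at 0.853, oligodendrocyte precursors at 0.459, inhibitory neurons at 0.0330 and red blood cells at 0. In microglia the list of all neurons was lower and that of border macrophages or monocytes higher in burn than in sham mice (exact permutation tests within batches, p = 0.00893 and 0.0129), and neither passed adjustment over 44 tests (0.284 for both).

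Gene by gene, single genes of 5 marker lists with more than 1 gene tested passed an adjusted p of 0.05 over their list alone in edgeR's test of burn against sham. In astrocytes, all 8 genes of the endothelial list were higher in burn mice, with a median log2FC of 0.61 (0.45 to 0.67), 7 at an unadjusted p under 0.05 and 4 past the adjustment over the list. The list as a whole was 0.55 higher on the log2 scale (exact permutation test within batches, p = 0.0999; adjusted over 44 tests, 0.488). The other 4 lists had 1 such gene each: oligodendrocyte precursors and mural cells in CaMKII positive libraries, and excitatory neurons and all neurons in microglia.

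The number of genes detected and the share of counts in the 50 highest genes had a smallest adjusted p of 0.576 between burn and sham over 8 exact permutation tests, where a single test in CaMKII positive neurons could reach no less than 0.0714. The paper's Table S1 gives the same number of raw reads, 66271474, for the astrocyte and the microglial library of mouse 16, whose counts differed with a chi-square per degree of freedom of 769.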
